A study of Mus musculus with 75 samples.

How the data were processed

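The series measured gene expression in cells that the labels call enteric glial cells, from the colon and the small intestine of adult mice, in 75 libraries that fall into 16 groups and 3 experiments. A library here is the RNA-seq library of one sample of one animal, 1 gut region and 1 layer. Per the labels' protocols, RNA was extracted with a low-input column kit and cDNA and libraries were made with Smart-seq2, which amplifies full-length cDNA by PCR and carries no molecular identifiers. LPS (lipopolysaccharide, a bacterial endotoxin) was injected once into the peritoneum at 2 mg/kg, and controls received PBS (phosphate-buffered saline), per the labels.

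The authors deposited 2 tables of raw read counts per gene symbol, with 1 column per library and no pooled columns. The deposited counts are whole numbers with library totals that differ, so they were taken as unnormalized. The labels and the file headers do not state the aligner, the counter, the genome build, the annotation or the use of strand. For that reason genes are named by the symbols of the tables and no coordinates are given. One table holds 21051 symbols for the untreated and 2 h experiments, and the other holds 21076 symbols for the 24 h experiment. Of the latter, 25 symbols read as calendar dates, 23 of them distinct, and these could not be assigned to genes. Genes of families with near-identical copies, such as the alpha-defensins (Defa) and the Serpina3 genes, and antisense genes such as Hoxa11os are uncertain, because it is not known how reads shared between genes were counted.

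Each experiment was analysed within its own table. Genes were filtered with filterByExpr on the groups of the experiment, which left 14090, 13107 and 14903 genes in the untreated, 2 h and 24 h experiments. TMM factors were computed, and edgeR 4.0.16 in R 4.3.3 fitted all groups of an experiment in one quasi-likelihood model (glmQLFit, glmQLFTest). Contrasts were taken from that model, two-sided, and a gene was called when its Benjamini-Hochberg adjusted p was under 0.05 over all genes tested. The standard error of a log2 fold change was derived from the fold change and its F statistic. Values per group are CPM (counts-per-million, scaled by TMM), as mean ± SD. A total of 18 contrasts were tested.

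For each contrast the text names up to 3 genes per direction. They are the genes with the largest absolute log2 fold change among called genes with an average log2 CPM of at least 3 and with no overlap between the 2 groups, leaving out predicted genes. Of the genes so named, Ly6m and Slc51b in wild-type colon do not meet the last condition, because the 2 groups tie at 0 and rounding of the log2 CPM set them apart. A panel of 19 glial and inflammatory genes was listed before the values were seen, and its adjusted p-values are given over all genes and over the panel alone. Where every library of a group held 3 or fewer counts of a gene, the fold is a lower bound, computed against the CPM of 3 counts and written as at least N-fold. That bound holds for the mean of the other group, and single libraries of it can lie near the floor.

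An LPS score was computed for each 24 h library as the mean log2 CPM (prior count 2) over the genes called higher with LPS at 2 h in the same region with a log2 fold change above 1. That gave 140 genes in the small intestine and 97 in the colon. The scored animals are not those in which the genes were chosen. Scores were compared by exact two-sided permutation tests, or with 100000 resamples at most, and adjusted over the 10 comparisons by the Benjamini-Hochberg method. The interaction of genotype and treatment was tested by permuting genotype within treatment.

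Replicates in the untreated and 2 h experiments carry a sex and a number in the sample descriptions, and the replicate block was built from these. At 24 h the labels give a mouse number, and the groups compared share no mouse. Whether same-numbered samples deviate together was checked by the correlation of their deviations from the group means. Across 143 pairs of replicates no 2 libraries were identical, and each pair differed by more than counting error, with chi-square per degree of freedom from 16.5 to 381. Expression of Xist and of 4 Y-linked genes matched the labelled sex in 75 of 75 libraries.

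Alternatives were RLE size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, sex as a covariate, the replicate block, a fit of the compared groups alone, and each library left out in turn. Others for the score were the median over genes, the 50 genes with the smallest p, and genes called in both regions. A division of the 24 h libraries by mouse number, at 10, was found in the data, so a covariate for it and fits within each part were added. Other splits of the samples were refitted, up to 100 per contrast, in part with limma 3.58.1. Tables and plots were made with Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9.

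The model was tested on simulated counts drawn from the real means and library sizes, with 200 genes changed. It recovered 70% of them in the untreated design of 13827 genes, with 3 false calls among 143. In the 2 h design of 12660 genes it recovered 44.5%, with 7 false calls among 96, and in the 24 h design of 14675 genes 53%, with 3 false calls among 109. Of genes changed 16-fold it recovered 77.1%, 65% and 61.8%. Thus a gene that was not called cannot be taken as unchanged.

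Library totals ranged from 1990744 to 33283346 counts. The floor of a library, set at 3 counts, was 0.0901 to 1.51 CPM, and single values below it are kept as counted. Floors of this kind cover counting error only, because PCR copies of one molecule are not independent. No sample of the series was left out, and the results for some items are not reported here.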

Results

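The 75 libraries address 3 questions, as the series' design text and labels state them. The first set compared glia of untreated mice between 4 sites, namely the myenteric plexus and the submucosal plexus of the colon and of the small intestine, with 5 colon libraries and 6 small-intestinal libraries per plexus. In the second, glia of the myenteric plexus were compared 2 h after LPS or PBS, with 4 libraries per region and treatment. The third set compared LPS with PBS at 24 h in mice with intact Gpr37 (wild type) and in Gpr37 knockout mice. Its wild-type groups held 6 PBS and 4 LPS libraries of the small intestine and 4 PBS and 5 LPS libraries of the colon. Among knockouts there were 4 PBS and 5 LPS libraries of the small intestine and 5 PBS and 4 LPS libraries of the colon. Gpr37 encodes an orphan G protein-coupled receptor of glia. Total counts per library ran from 2547296 to 9002546 in untreated mice, from 1990744 to 7883251 at 2 h (median 4412983) and from 2882539 to 33283346 at 24 h (median 8286820). The number of genes with at least 1 count was 13141 to 16049, 11748 to 14494 and 12592 to 15515 in the 3 sets.

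The targeted gene was examined first. In untreated mice Gpr37 averaged 22.6 ± 16.3 CPM (SD, n = 6) in the myenteric plexus of the small intestine and 5.26 ± 5.31 CPM (n = 5) in that of the colon. The submucosal plexus gave 1.41 ± 2.31 CPM (n = 5) in the colon, with 3 of 5 libraries at 0. No count was seen in any of the 6 libraries of the submucosal small intestine, where the floor of untreated libraries was 0.333 to 1.18 CPM. At 2 h the small intestine gave 34.9 ± 6.61 CPM after PBS and 17.8 ± 17.8 CPM after LPS, and the colon 3.98 ± 6.7 and 1.34 ± 2.4 CPM (n = 4 each). In wild-type mice at 24 h, the small intestine gave 11.8 ± 4.75 CPM after PBS (n = 6) and 6.9 ± 5.59 CPM after LPS (n = 4). Wild-type colon gave 6.09 ± 4.86 CPM after PBS (n = 4) and 2.25 ± 3.56 CPM after LPS (n = 5). Of the 18 knockout libraries, 17 held 3 or fewer Gpr37 counts and 10 held none. The highest was 9 counts, in the PBS colon library of mouse 15. Summed over libraries, at 171 and 167 M counts in all, there were 18 Gpr37 counts in knockouts and 1229 in the 19 wild-type libraries, of which 3 were at 0. A low count alone did not set a knockout library apart, since 4 libraries labelled wild type, all with LPS, also held 3 or fewer counts. They came from mice 3, 5 and 8. Mouse 8 was low in the colon only, with 100 counts in the small intestine. Mouse 3 was low in both regions, with 0 counts in the small intestine and 2 in the colon. Whether its genotype label is right was not tested.

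Testing the knockout against the wild type, Gpr37 was at least 45.4-fold lower with PBS and at least 11.3-fold lower with LPS in the small intestine. In the colon it fell by 4.71 ± 1.39 (SE) on the log2 scale with PBS and was at least 4.63-fold lower with LPS. Adjusted over all genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, none of these passed 0.05 (adjusted p = 0.961, 0.257, 1 and 0.136 in that order). Adjusted over the panel of 19 genes with the same test, all 4 did (0.00375, 0.00515, 0.0347 and 0.0242). DESeq2 with Benjamini-Hochberg adjustment over all genes called Gpr37 in all 4 (adjusted p = 5.49e-05, 0.000944, 0.0416 and 0.0145). The all-gene edgeR test of the reported fit thus did not call the deleted gene itself, and genes it did not call elsewhere cannot be taken as unchanged.

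**Figure D1:**
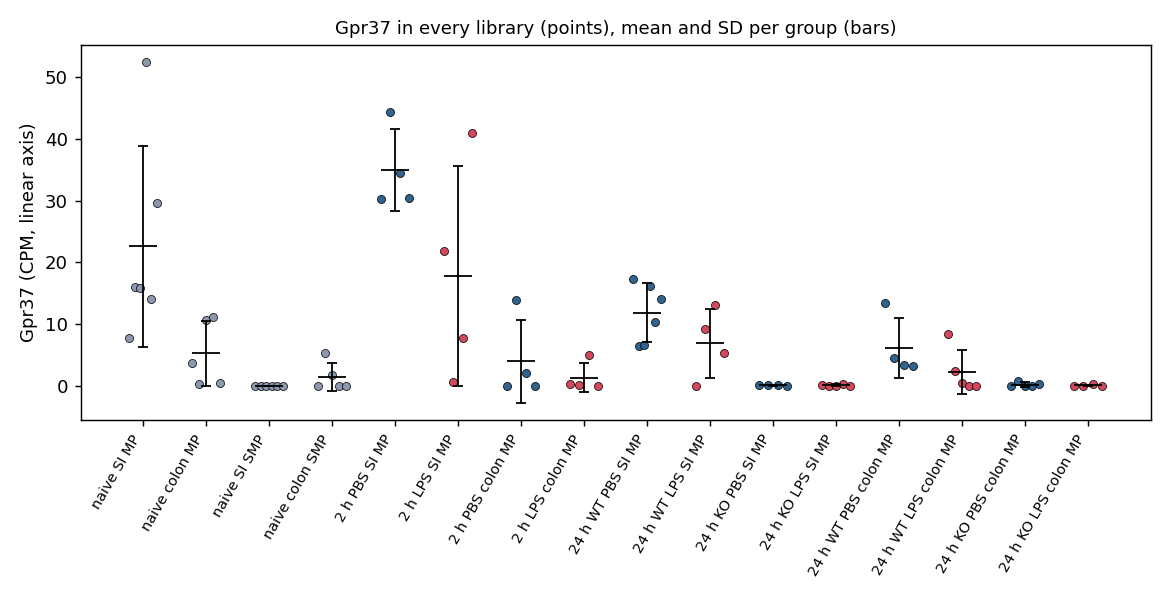
Gpr37 in CPM on a linear axis for each of the 75 libraries (points), with the mean and SD of each of the 16 groups (bars). Libraries of the submucosal small intestine are all at 0, and the knockout libraries lie at or below 0.802 CPM.

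Regions were compared within each plexus of untreated mice. In the myenteric plexus 449 of 14090 genes differed between colon and small intestine, 234 higher and 215 lower in the colon, and DESeq2 called the most among the alternatives (987). With the replicate number as a block there were 246 calls. The check on that pairing gave a mean correlation of 0.085 for same-numbered samples and -0.017 for others. Cldn4 was at least 20.1-fold higher in the colon, Hoxa10 rose by 7.15 ± 0.88 (SE) and Hoxa11os by 7.07 ± 0.91 on the log2 scale. In the opposite direction Cd4 was at least 16.5-fold lower, and Chrna3 and Cnr1 had log2 fold changes of -6.24 ± 1.43 and -6.22 ± 0.90. Their adjusted p-values ran from 0.000135 to 0.0204 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Gpr37 was lower in the colon by a log2 fold change of -2.08 ± 1.11 but did not pass with the same test and adjustment (edgeR adjusted p = 0.371). None of the 19 panel genes was called, over all genes or over the panel alone. Markers of neurons were lower in the colon, with a median log2 fold change of -3.11, and markers of smooth muscle were higher, with a median of 2.24, so tissue composition differed between these libraries.

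In the submucosal plexus 730 genes differed between regions, 538 higher and 192 lower in the colon. With the replicate number as a block there were 797 calls, of which 623 were shared, and same-numbered samples correlated at 0.184 against -0.031 for others. Hoxa11os was at least 45.2-fold higher in the colon, and Slc6a14 and Mptx1 rose by 9.89 ± 1.64 and 9.82 ± 2.42. Conversely Gip was at least 109-fold lower, Defa34 at least 78.9-fold lower and Defa3 at least 73.6-fold lower. These calls had adjusted p-values from 6.42e-05 to 0.019 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the panel, 6 genes were called over all genes and 9 over the panel alone, each of them higher in the colon. Among them Gfap averaged 49.6 ± 36.7 CPM (n = 5) in the colon and 13.1 ± 5.67 CPM (n = 6) in the small intestine, a log2 fold change of 1.92 ± 0.43 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00993). Between the 2 plexuses, 67 genes were called for region in both, 62 of them in the same direction.

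The plexuses differed more than the regions did. In the colon 3069 genes were called, 1502 higher and 1567 lower in the submucosal plexus. In the small intestine there were 6123 calls, 3142 higher and 2981 lower. Both contrasts called 2512 genes, 2497 of them in the same direction. The replicate block gave 2780 calls in the colon and 6302 in the small intestine, where same-numbered samples correlated at 0.021 and 0.098. In the submucosal plexus Gfap averaged 49.6 ± 36.7 CPM (n = 5) in the colon and 13.1 ± 5.67 CPM (n = 6) in the small intestine, against 439 ± 217 CPM (n = 5) and 345 ± 91.4 CPM (n = 6) in the myenteric plexus. Those are log2 fold changes of -3.14 ± 0.47 and -4.71 ± 0.46 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000195 and 3.48e-07).

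The largest increases in the submucosal colon were those of Ms4a4b, Apol7c and Trac, which were at least 73.8-fold, 51.1-fold and 48.2-fold higher. Msln, Hand1 and Pirt were at least 139-fold, 26.2-fold and 26-fold lower there. In the lowest submucosal libraries Ms4a4b was 0.19 and Trac 0.38 CPM, and Msln was 0.327 CPM in the lowest myenteric library of the colon. In the submucosal small intestine Gcg, Pou2af1 and Fcmr were at least 440-fold, 360-fold and 224-fold higher. Tacr3, Msln and Gpr37 were at least 97.9-fold, 83.4-fold and 36.4-fold lower. The 12 adjusted p-values lay between 1.94e-05 and 0.00377 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Markers of other cells moved as well. Medians of the 4 immune markers were 4.29 higher in the submucosal colon and 3.3 higher in the submucosal small intestine on the log2 scale, and those of the 4 epithelial markers were 3.11 and 4.86 higher. With the immune and epithelial means as covariates, 3 genes in the colon and 61 in the small intestine were called for plexus, and 1192 and 1778 had an unadjusted p under 0.05.

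**Figure D2:**
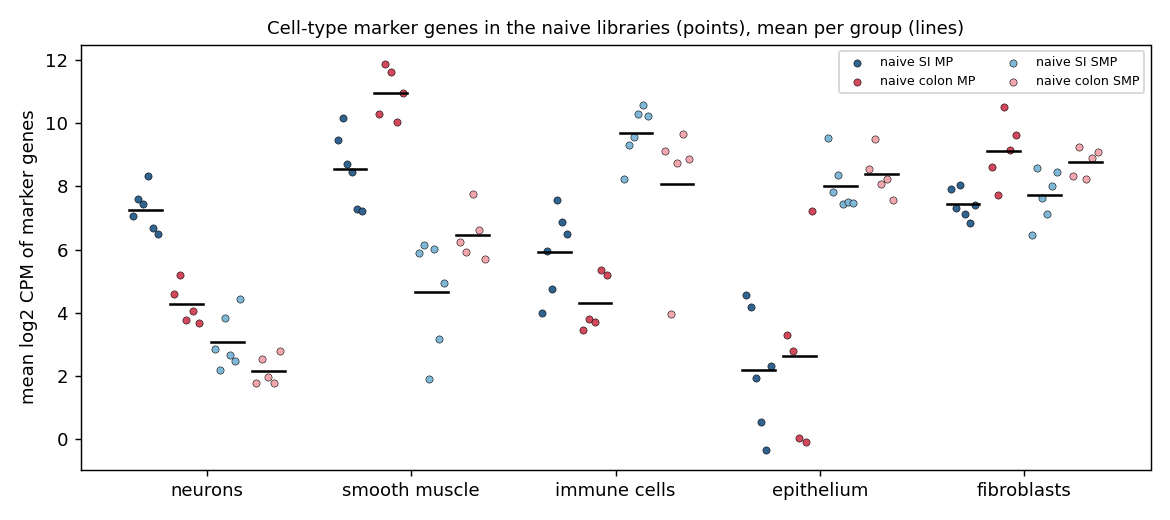
Mean log2 CPM of marker genes of 5 kinds of cell in each untreated library (points), with group means (lines); SI is small intestine, MP myenteric and SMP submucosal plexus. Group means of immune and epithelial markers are higher in the submucosal than in the myenteric libraries.

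Whether the difference between plexuses depended on region was tested as an interaction, which called 168 genes, 109 with a larger submucosal-to-myenteric ratio in the colon and 59 with a smaller one. The replicate block gave 141 calls, 109 of them shared, and over all 4 groups same-numbered samples correlated at 0.093 against -0.017 for others. Retnlb, Car1 and Chrnb4 had interaction terms of 10.84 ± 1.92, 8.47 ± 1.80 and 7.41 ± 1.05 on the log2 scale. Olfm4, Defa24 and Defa17 had terms of -12.02 ± 2.29, -9.54 ± 1.86 and -9.49 ± 2.07. Adjusted p-values of these genes ran from 0.00214 to 0.024 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the panel, Vim was called over all genes (1.33 ± 0.29, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0229), and 4 genes were called over the panel alone.

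The early response to LPS was measured at 2 h. In the small intestine 144 of 13107 genes were called, 141 of them higher with LPS, and in the colon 102, of which 97 were higher. The regions shared 84 called genes, all in the same direction. DESeq2 moved these counts most, to 261 and 277. No gene was called for the interaction of treatment and region, where 452 had an unadjusted p under 0.05. Over all genes 7 panel genes were called in the small intestine and 6 in the colon, and over the panel alone 12 and 8. Over the panel alone the interaction called 2 genes, Lcn2, with the larger response in the small intestine, and Il6, with the larger response in the colon (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0466 for each). Both rest on low PBS values, at most 3.755 CPM of Lcn2 in the small intestine and 1.02 CPM of Il6 in the colon. With LPS, Lcn2 ran from 41.47 to 253.7 CPM in the colon and from 18.42 to 77.49 CPM in the small intestine.

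In the small intestine at 2 h, Cxcl1 rose by 9.33 ± 1.19 (SE), Ccl2 by 8.24 ± 1.18, Cxcl10 by 6.83 ± 0.83 and Il6 by 6.66 ± 0.71 on the log2 scale. Nfkbia rose by 3.50 ± 0.31 and Socs3 by 3.25 ± 0.57. Lcn2 averaged 39.5 ± 27.4 CPM with LPS and 1.2 ± 1.74 CPM with PBS (n = 4 each), a log2 fold change of 4.97 ± 1.03. Those 7 calls had adjusted p-values from 1.56e-05 to 0.0191 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Outside the panel, Gpr84, Il1rn and Acod1 were at least 75.4-fold, 214-fold and 55.9-fold higher. Of the 3 genes that were lower, Slc40a1 was at least 63.7-fold lower, and Gas1 and Txnip had log2 fold changes of -1.40 ± 0.30 and -1.31 ± 0.25. The call of Acod1 was lost in each of the 8 fits that left out 1 library, while that of Slc40a1 held in 1, that of Gas1 in 2 and that of Lcn2 in 4 of them.

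In the colon at 2 h, Il6 was at least 405-fold higher with LPS. Cxcl1 rose by 7.60 ± 1.09, Ccl2 by 7.37 ± 1.14, Cxcl10 by 5.08 ± 0.77, Nfkbia by 3.32 ± 0.31 and Socs3 by 2.75 ± 0.56. Csf3 and Gpr84 were at least 169-fold and 41.6-fold higher, while Calhm2 and Mfap3 had log2 fold changes of -2.68 ± 0.57 and -1.51 ± 0.27. Adjusted p-values of these 10 calls ran from 1.43e-05 to 0.0313 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The calls of Csf3, Socs3 and Calhm2 did not hold in most fits that left out 1 library (3, 3 and 2 of 8).

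Before the 24 h comparisons, the libraries of that experiment were examined for divisions other than their groups. The 12 libraries of mice numbered 10 and below had a median mitochondrial share of 15.4% of counts (4.24 to 26), and the 25 libraries of mice numbered 11 and above had 4.57% (1.66 to 10.4). Within groups the shares differed by 9.04 percentage points (two-sided permutation test over mice, p = 1e-05, the smallest that 100000 resamples can give). A term for this division called 999 genes, 312 higher and 687 lower in the lower-numbered mice. Its position was chosen from the data among 14. Each 24 h group but wild-type PBS colon, with 0 of 4, held a library of a lower-numbered mouse. Numbers of called genes and scores among mice numbered 11 and above are therefore given beside the pooled ones, as are some named genes. Among these mice the wild-type LPS group of each region held 2 libraries, of mice 13 and 16. For panel genes changed by LPS, only the number of alternatives that kept the call is given. Too few libraries of the lower-numbered mice existed for a gene-wise test within them.

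**Figure D3:**
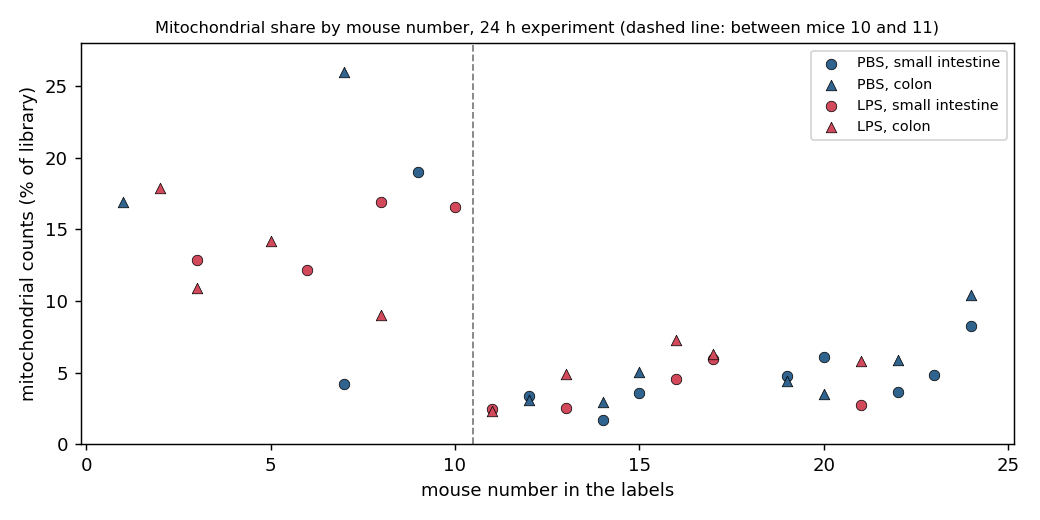
Mitochondrial share of counts (%) against the mouse number of the labels for the 37 libraries of the 24 h experiment, with colour for treatment and shape for region; the dashed line lies between mice 10 and 11. Shares of mice above the line's position end at 10.4%, and those of lower-numbered mice reach 26%.

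At 24 h in the small intestine, LPS changed 1069 of 14903 genes in wild-type mice (623 higher, 446 lower) and 107 in knockouts (79 higher, 28 lower). Of the 107, 95 were also called in the wild type, in the same direction. Among mice numbered 11 and above the counts were 1485 and 92, and with the division as a covariate 1080 and 138. DESeq2 moved both counts most, to 1875 and 527, and fits of the 2 groups alone gave 1704 and 47. In the wild type the median log2 fold change over all tested genes was -0.13, and gene values are relative to this scaling. Over all genes 10 panel genes were called in wild-type and 6 in knockout mice, and over the panel alone 14 and 8.

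Lcn2 averaged 6360 ± 2800 CPM (n = 4) with LPS and 12.4 ± 7.85 CPM (n = 6) with PBS in wild-type small intestine. In knockouts it averaged 3690 ± 2950 CPM (n = 5) and 44.2 ± 63.2 CPM (n = 4). The log2 fold changes of 9.00 ± 1.12 and 6.38 ± 1.19 were both called (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.51e-06 and 0.00389). Ccl2 rose by 5.99 ± 0.78 in the wild type and 4.09 ± 0.84 in the knockout, and Serpina3n by 5.09 ± 0.55 and 4.27 ± 0.62. Timp1 rose by 4.65 ± 0.54 and 3.31 ± 0.59, and Gbp2 by 4.03 ± 0.49 and 2.55 ± 0.53. These 8 calls had adjusted p-values of at most 0.0111 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the 7 alternatives other than leaving out 1 library, the wild-type calls of these genes and of Lcn2 passed in each. In knockouts Ccl2 and Gbp2 passed in 5 of the 7, Lcn2 and Timp1 in 6 and Serpina3n in 7. Gfap averaged 1290 ± 1250 CPM with LPS and 215 ± 116 CPM with PBS in the wild type, and 267 ± 154 and 172 ± 83.7 CPM in the knockout. Its wild-type change of 2.58 ± 0.63 was called (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00928). Leaving out 1 library gave 1.648 to 2.96, and the call held in 9 of 10 fits. Wild-type LPS mouse 8 had 3134 CPM of Gfap, against at most 915.2 CPM in the other libraries of that group.

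Among genes named by size of change, Serpina3f, Ngp and Retnlg were at least 907-fold, 469-fold and 119-fold higher with LPS in wild-type small intestine. The lowest LPS values were 1.59 CPM for Ngp and 0.106 CPM for Retnlg, against at most 0.0801 and 0.0893 CPM with PBS. For Retnlg the groups were thus barely apart. Ccdc13, C1qtnf3 and Cx3cr1 were at least 29.9-fold, 69.2-fold and 60.4-fold lower. In knockouts Acod1 was at least 143-fold higher, S100a8 rose by 10.14 ± 2.47 and Ccl5 by 9.08 ± 1.52, while Col14a1, Pmepa1 and Postn had log2 fold changes of -2.43 ± 0.55, -2.38 ± 0.46 and -2.30 ± 0.46. Adjusted p-values of the 12 lay between 6.41e-06 and 0.0418 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The S100a8, Pmepa1 and Postn calls were lost among mice numbered 11 and above, and those of S100a8 and Col14a1 in knockouts held in 2 and 4 of 9 fits that left out 1 library. The 4 immune markers had a median log2 fold change of 2.2 with LPS in knockout small intestine and 0.19 in the wild type. With LPS they were higher in knockouts than in the wild type by a median of 1.03. None was called, but more RNA of immune cells was not excluded for the knockout increases.

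In the colon at 24 h, LPS changed 1186 genes in wild-type mice (590 higher, 596 lower) and 107 in knockouts (95 higher, 12 lower), with 73 in common, all in the same direction. Among mice numbered 11 and above there were 1468 and 93, and with the division as a covariate 843 and 126. Fits of the 2 groups alone gave 412 and 7. Panel genes called over all genes numbered 10 and 6, and over the panel alone 11 and 13. Lcn2 averaged 6260 ± 3950 CPM (n = 5) with LPS and 425 ± 502 CPM (n = 4) with PBS in the wild type, and 4490 ± 2410 (n = 4) and 71.9 ± 50.5 CPM (n = 5) in the knockout. The log2 fold changes were 3.88 ± 1.05 and 5.97 ± 1.07 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0199 and 0.0042). Among the wild-type PBS libraries mouse 14 had 1172 CPM of Lcn2, against at most 230.1 CPM in the others. Leaving out 1 library gave wild-type changes from 3.441 to 5.193, and the call held in 6 of 9 fits. Ccl2, Serpina3n, Timp1 and Gbp2 were called in both genotypes, with log2 fold changes from 2.63 to 5.44. Over the 7 alternatives other than leaving out 1 library, the wild-type calls of these genes and of Lcn2 passed in each. In knockouts Ccl2 passed in 5 of the 7, Lcn2, Timp1 and Gbp2 in 6 and Serpina3n in 7.

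Ly6m, Slc51b and Ccr7 were at least 481-fold, 222-fold and 459-fold higher with LPS in wild-type colon, and Rspo1, Itga11 and Fcrls at least 10.8-fold, 71.5-fold and 15.1-fold lower. For Ly6m and Slc51b at least 1 LPS library was at 0 CPM, as all PBS libraries were, so the groups touch at 0. The 3 increases rested on some of the mice, since each failed in most fits that left out 1 library, and the 4 epithelial markers were 4.15 higher in median log2 fold change. In knockout colon Csf3, S100a8 and Tnfrsf9 were at least 120-fold, 272-fold and 69.8-fold higher, and Slc26a2, Pmepa1 and Wfdc1 had log2 fold changes of -2.81 ± 0.70, -2.17 ± 0.48 and -2.09 ± 0.39. Adjusted p-values of these calls ran from 0.000301 to 0.048 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The lowest knockout LPS values were 0.403 CPM for S100a8 and 0.322 CPM for Tnfrsf9, against at most 0.26 and 0 CPM with PBS. None of the 6 knockout calls passed among mice numbered 11 and above. Of the 9 fits that left out 1 library, Csf3, S100a8 and Slc26a2 passed in 2 each, Tnfrsf9 in 3, Pmepa1 in 4 and Wfdc1 in 9. In knockout colon the 4 epithelial markers had a median log2 fold change of -3.43 with LPS, with none called, so cell mixture may have differed there too.

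Genotypes were then compared within treatment. After PBS no gene was called in either region, and 256 genes in the small intestine and 629 in the colon had an unadjusted p under 0.05. With LPS in the small intestine 2 genes were called, and 1137 had an unadjusted p under 0.05. Lrrc45 was at least 23-fold higher in knockouts and Arf5 fell by 1.52 ± 0.28 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0222 and 0.0321). With LPS in the colon 64 genes were called, 39 higher and 25 lower in knockouts. Epithelial markers were lower in knockouts there, with a median log2 fold change of -4.44. Those of interstitial cells of Cajal, fibroblasts and smooth muscle were higher, with medians of 2.57, 1.64 and 1.38. None of these markers was called, but tissue composition may have differed. Rspo1 and Lrrtm1 were at least 8.94-fold and 27.5-fold higher and Vegfd rose by 4.56 ± 0.90, while Slc2a6, Hk2 and Micall2 had log2 fold changes of -4.88 ± 1.01, -4.38 ± 1.03 and -3.56 ± 0.80. The 6 adjusted p-values ran from 0.000562 to 0.0467 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 9 fits per region that left out 1 library, Lrrc45 passed in 5, Arf5, Micall2 and Hk2 in 2, 2 and 3, Slc2a6 in 7, and the other 3 genes in each. In fits of the 2 LPS groups alone, no gene was called in either region, and 763 genes had an unadjusted p under 0.05 in each. Among mice numbered 11 and above the counts with LPS were 23 and 334, with 2 wild-type libraries in each region.

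No panel gene was called between genotypes over all genes. Over the panel alone Gpr37 was called in each of the 4 comparisons. With LPS in the small intestine 5 more were lower in knockouts, with log2 fold changes of -3.12 ± 1.05 for Cxcl10, -2.27 ± 0.67 for Gfap, -1.85 ± 0.72 for Ccl2, -1.61 ± 0.43 for Cd44 and -0.97 ± 0.37 for Nfkbia. Their adjusted p-values over the panel ran from 0.00617 to 0.0464 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without 1 library at a time these ranged from -3.56 to -1.70 for Cxcl10, -2.58 to -1.33 for Gfap, -2.09 to -1.42 for Ccl2, -1.73 to -1.55 for Cd44 and -1.07 to -0.91 for Nfkbia. Cxcl10 and Gfap were highest in wild-type LPS mouse 8, at 5281 and 3134 CPM, against at most 970.5 and 915.2 CPM in the other 3 libraries of that group. With LPS in the colon Cd44 and Nfkbia were lower, with log2 fold changes of -1.51 ± 0.44 and -1.21 ± 0.38 (adjusted p over the panel = 0.0242 for both, same edgeR test and Benjamini-Hochberg adjustment). Leaving out 1 library gave -2.15 to -1.13 and -1.42 to -0.98.

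The difference between the responses of the genotypes was tested as an interaction. No gene was called in the small intestine or in the colon, where 578 and 2009 had an unadjusted p under 0.05, and none of the panel was called over the panel alone. The largest shift came with DESeq2, which called 59 and 340. In the colon the median interaction term was -7.97 for epithelial, -2.43 for immune and 2.42 for smooth muscle markers, with none called. Between genotypes in the colon, epithelial markers had a median log2 fold change of 3.53 with PBS and -4.44 with LPS. Cell mixture was therefore not excluded for the colon counts. Among mice numbered 11 and above there were 0 calls in the small intestine, with 979 genes at an unadjusted p under 0.05, and 25 in the colon. Interaction terms for Lcn2 were -2.62 in the small intestine and 2.09 in the colon, and that for Gfap in the small intestine was -1.95 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1, 0.491 and 1). Leaving out 1 library moved the Lcn2 term to between -3.063 and -0.848 in the small intestine and between 0.804 and 2.526 in the colon. The larger number of genes called in the wild type was therefore not matched by a gene-wise difference in response that passed the main test.

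**Figure D4:**
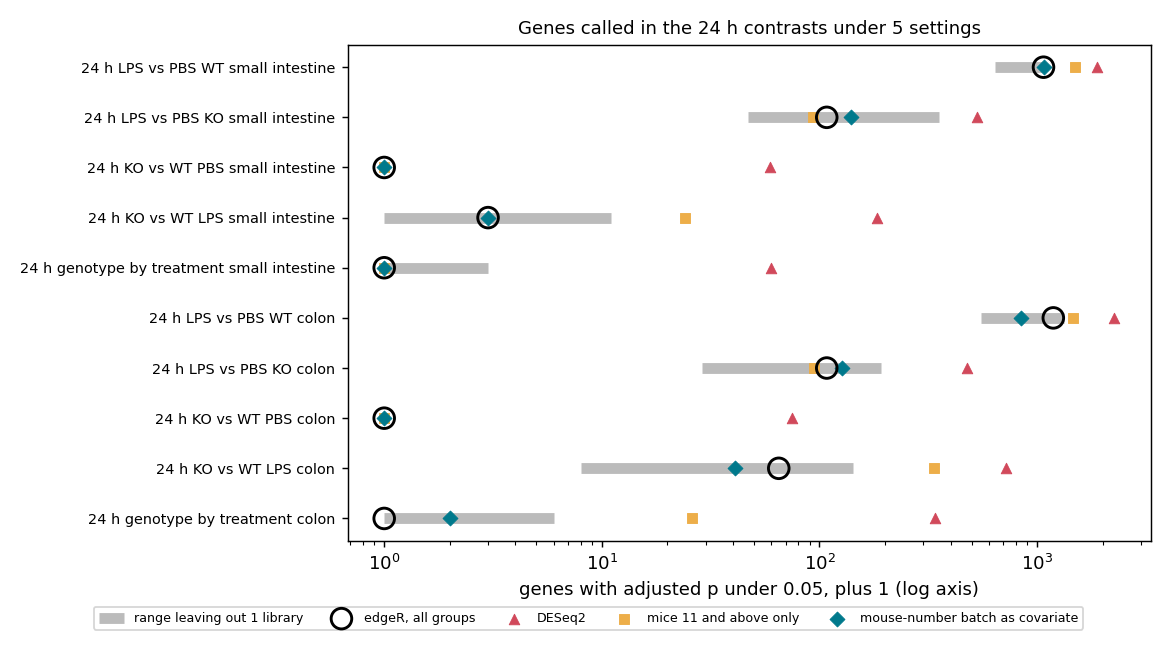
Number of genes with an adjusted p under 0.05, plus 1, on a log axis, for the 10 contrasts of the 24 h experiment: rings are the edgeR fit of all groups, other symbols are alternatives, and grey bars span the fits that each left out 1 library. Counts for LPS in knockouts lie below those in the wild type under each plotted setting, and the interactions rise from 0 to 59 and 340 with DESeq2.

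The score of genes induced at 2 h summarised the response per library. In wild-type small intestine it averaged 6.41 ± 0.35 with LPS (n = 4) and 4.63 ± 0.60 with PBS (n = 6), with 4 of 4 LPS libraries above each PBS library. That difference of 1.78 had an exact permutation p of 0.00476, the smallest the design allows (adjusted p = 0.0265, Benjamini-Hochberg over 10 permutation tests). In knockouts it averaged 5.87 ± 0.35 (n = 5) and 4.66 ± 0.78 (n = 4), a difference of 1.21 (exact permutation p = 0.0159, Benjamini-Hochberg adjusted p = 0.0398). In the colon the differences were 1.497 in the wild type and 1.27 in knockouts, each with an exact permutation p of 0.00794, the smallest possible (Benjamini-Hochberg adjusted p = 0.0265). Each LPS library of the colon lay above each PBS library of its genotype.

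With LPS the knockout score differed from the wild-type score by -0.54 in the small intestine (exact permutation p = 0.0556, Benjamini-Hochberg adjusted p = 0.111) and by -0.47 in the colon (exact permutation p = 0.206, adjusted 0.343). With PBS the genotypes differed by 0.03 and -0.24 (exact permutation p = 0.952 and 0.325). The interaction of genotype and treatment was -0.57 in the small intestine and -0.22 in the colon, with permutation p-values of 0.265 and 0.599. Leaving out 1 library moved the small-intestinal LPS comparison to between -0.661 (exact permutation p = 0.0286) and -0.373 (0.143). With the median over genes it was -0.55 (exact permutation p = 0.0238).

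Among mice numbered 11 and above, the LPS differences in the small intestine were 1.86 in the wild type and 1.13 in knockouts (exact permutation p = 0.0476 and 0.1, each the smallest these sizes allow). In the colon they were 1.75 and 1.29 (0.0667 and 0.1, exact permutation tests, again the smallest possible). The genotypes differed with LPS by -0.54 and -0.68 (exact permutation p = 0.3 and 0.2). Among mice numbered 10 and below, where 1 to 3 libraries per group remained, the LPS difference was 2.25 in the wild type and 1.76 in knockouts in the small intestine, and the genotypes differed with LPS by -0.65. In the colon the knockout difference was 1.17 and the genotypes differed by -0.45, and no wild-type PBS library was left for the other comparison.

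**Figure D5:**
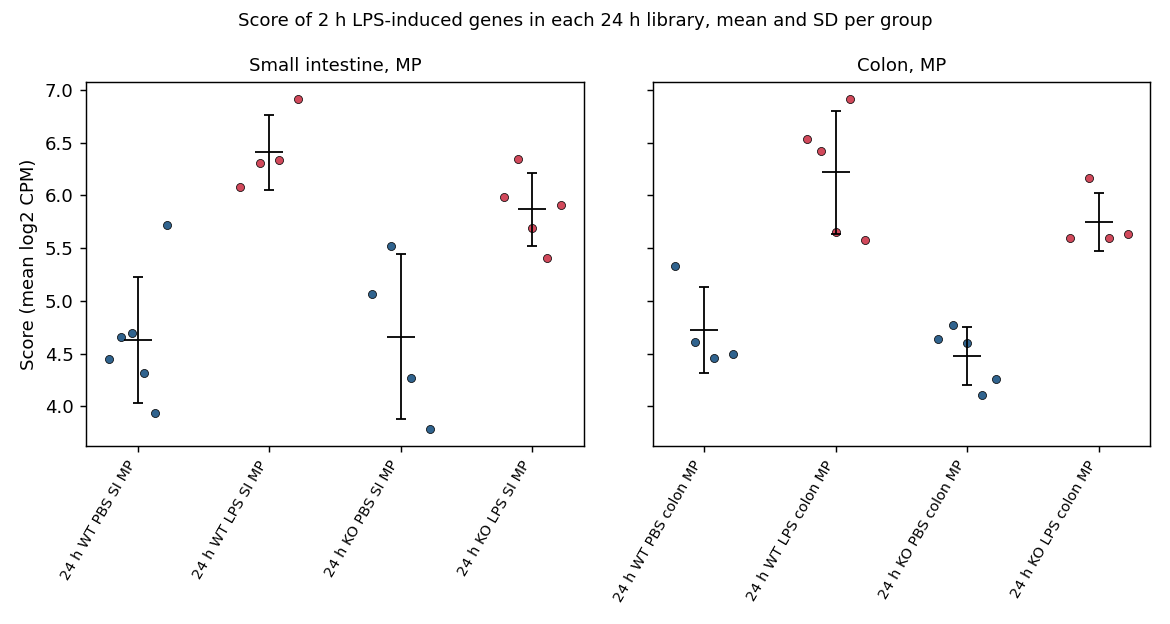
Score of genes induced by LPS at 2 h (mean log2 CPM) in each 24 h library (points), with the mean and SD of each group (bars), for the small intestine and the colon. LPS libraries lie above the PBS libraries of their genotype except in knockout small intestine, where 1 LPS library (5.41) lies below 1 PBS library (5.52).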

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

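The tests of the Lcn2 value, of the interaction between region and plexus, and of Gpr37 counts against a whole group were chosen only after those results were seen. Within each group of 4 to 10 libraries, the gap between the most distant library and its nearest neighbour was divided by the whole range and set against Dixon's 95% critical value. That was done for 40 groups of values, and 7 were listed as having a library apart. About 1 in 20 such groups gives this by chance, and groups in which most libraries are near 0, as for Gpr37 in the colon, are not the even spread that the critical value assumes. Other groups passed the same rule but were not listed or tested further. With LPS in knockouts, 1 count of Gpr37 gave 0.3211 CPM against 0.0917 in the small intestine, and 0.2681 CPM against 0 in the colon. In the myenteric small intestine of untreated mice, Lcn2 was 64.92 CPM in female F3 against 6.813 CPM in the next library.

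Among the 7 listed, Gpr37 was apart in 1 library of 5 groups, all of the colon. After PBS at 2 h, male M2 had 13.9 CPM and the next library 2 CPM, a ratio of 0.856. After LPS at 2 h, female F3 had 4.93 CPM and the next 0.223 CPM (ratio 0.955). At 24 h the values were 13.3 against 4.42 CPM for wild-type PBS mouse 14 (ratio 0.878), 8.37 against 2.4 CPM for wild-type LPS mouse 13 (0.714) and 0.802 against 0.225 CPM for knockout PBS mouse 15 (0.719).

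Counting error was tested by an exact two-sided binomial test of the counts of the 2 highest libraries of each group. The exact test gave p = 8.2e-08 for M2, 3.13e-05 for F3, 3.36e-10 for mouse 14 and 5.54e-05 for mouse 13, so independent counts do not account for these gaps. For knockout mouse 15 the exact test against the next library alone gave p = 0.3, which does not tell it apart from counting error. Set against all other libraries of its group, it held 9 of 10 counts at 26.5% of the depth (exact binomial p = 4.84e-05), so counting error does not account for it either. That test gave an exact p of at most 1.46e-08 for each of the other 4. It takes no account of the library having been chosen as the highest. The test takes counts as independent, whereas copies of 1 molecule made by PCR are not, so few starting molecules of Gpr37 remain a candidate explanation for each.

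Gfap was the only glial marker compared between these libraries. It was the highest of its group in M2 (598.9 against 357.3 CPM in the next) but not in F3 (328.2 against up to 437.1 CPM), mouse 14 (420.5 against 566.7), mouse 13 (673.5 against 1693) or knockout mouse 15 (638.2 against 1341). For those 4 libraries Gfap thus gives no sign of a larger share of glial RNA. Libraries of 1 group differ by label in sex or mouse number. Each of these groups held another library of the same sex with a low Gpr37 value. It was 0 CPM in M4 beside M2, 0.223 in F1 beside F3 and 3.183 in mouse 24 beside mouse 14. Beside mouse 13, mice 3 and 5 had at most 0.4717, and beside mouse 15, mice 12 and 1 had 0. These values argue against sex alone as the cause. Mouse number was not tested, but the group of mouse 14 held no mouse numbered 10 or below. No other biological explanation was examined. An exchange of samples between regions was also not tested.

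Lcn2 was apart in the wild-type PBS colon library of mouse 14, with 1170 CPM against 230 CPM in the next library (ratio 0.864). An LPS mouse under a PBS label was tested with the score of genes induced at 2 h. Mouse 14 scored 5.33 in the colon and 5.72 in the small intestine. In the colon 0 of 5 wild-type LPS libraries scored at or below it, and in the small intestine 0 of 4 did. Its scores were also above those of the other wild-type PBS libraries, which reached 4.606 in the colon and 4.693 in the small intestine. The lowest wild-type LPS library of the colon had 5.575, and 2 knockout LPS libraries of the small intestine had 5.408 and 5.688, so the 5.72 of mouse 14 lies above them. Its colon Saa3 was 1437 CPM, against 925.2 CPM in the lowest wild-type LPS library and at most 10.32 CPM in the other wild-type PBS libraries. In its small intestine Saa3 was 77.07 CPM, against at least 4311 CPM with LPS and at most 16.67 CPM in the other PBS libraries of the wild type. Lcn2 there was 16.17 CPM, within the 0.721 to 23.84 CPM of the other PBS libraries and below the 2245 CPM of the lowest wild-type LPS library. The small-intestinal values of these 2 genes thus go against an exchanged label. Cxcl1 and Cxcl10 there were 288.4 and 217.9 CPM, above the other wild-type PBS libraries (at most 56.44 and 20.04). They lay below wild-type LPS libraries (at least 482 and 261.4) but within the knockout LPS ranges (103.4 to 328 and 86.73 to 434.4). In its colon Lcn2 and Cxcl10, at 1172 and 48.22 CPM, lay below the lowest wild-type LPS values of 2880 and 597.4 CPM. Among knockout LPS libraries the lowest Lcn2 was 424.8 CPM in the small intestine, above that of mouse 14, and 1074 CPM in the colon, below it. The genes thus differ, and together they do not settle it. Another source of inflammation in that mouse was not tested, and no biological explanation was tested.

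The score was apart in 1 library, that of knockout LPS mouse 17 in the colon, with 6.16 against 5.63 in the next (ratio 0.937). More RNA of immune cells was tested as the cause. The mean log2 CPM of the 4 immune markers in that library differed by -1.42 from that of the others, opposite in sign to what this explanation needs. The other 3 libraries of the group spanned a narrow range, which by itself raises the ratio. No biological explanation was tested.

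The difference between plexuses depended on region for 168 genes by a test of the interaction itself. Unequal RNA of epithelium and immune cells was tested by adding the mean of each marker set as a covariate. The interaction then called 274 genes, 161 of them among the 168, so a linear effect of these markers does not account for it. Such a covariate cannot take out genes that the epithelium expresses in 1 region only, and the alpha-defensins among the calls could be of that kind, though this was not tested. When the signs of the differences per animal number were flipped in a limma fit, 1 of 8 sets of signs, the real one, gave as many genes with an unadjusted p under 0.05 (1852, against at most 942). After adjustment that limma fit called 0 genes for the real set as for the others. With 8 sets the share cannot go below 0.125, so the interaction cannot be told apart from a chance arrangement by this test.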

How the results depend on the processing

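The division of the 24 h libraries by mouse number, and the fits that use it, were chosen only after the data had been seen. The groups, the comparisons, the panel, the rule for naming genes, the score and all other alternatives were chosen before the data were examined. Causes of the changes below were not tested unless a value is given for one.

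DESeq2 called more genes in each contrast. In untreated mice it called 987 for region in the myenteric and 1149 in the submucosal plexus, and 577 for the interaction. At 2 h it called 261 in the small intestine (229 higher), 277 in the colon (215 higher) and 44 for the interaction. With LPS at 24 h it called 1875 (839 higher) in wild-type and 527 (370 higher) in knockout small intestine, and 2255 (1191 higher) and 474 (271 higher) in the colon. Between genotypes it called 58 genes with PBS and 182 with LPS (122 higher) in the small intestine, and 74 and 719 (347 higher) in the colon. For the interaction of genotype and treatment it called 59 and 340. The cause was not tested. The share of genes that rose was smaller than with edgeR at 2 h, so the near absence of decreases at 2 h depends on the test.

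In fits of the compared groups alone, the plexuses of the colon differed in 1902 genes and LPS at 2 h in the colon changed 63. With LPS at 24 h such fits called 1704 genes in wild-type and 47 in knockout small intestine, and 412 and 7 in the colon. Between genotypes they called 1 gene with PBS in the small intestine, and 0 with LPS in the small intestine and 0 in the colon, each with 763 at an unadjusted p under 0.05. With the 4 groups of the small intestine alone the interaction called 3. With no filter on low counts, the 64 genes between genotypes with LPS in the colon were 14. RLE normalization left 1 of the 2 calls between genotypes with LPS in the small intestine, and with sex as a covariate the interaction there called 1.

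The replicate block changed the region contrast of the myenteric plexus to 246 genes, of which 216 were shared with the fit without it. Other untreated contrasts stayed within 1.5 times. At 2 h the replicate block gave 153 calls in the small intestine and 88 in the colon, and 0 for the interaction, with 464 genes at an unadjusted p under 0.05. Same-numbered samples compared at 2 h correlated at 0.099 in the small intestine and 0.051 in the colon. No paired analysis was possible at 24 h because the groups compared share no mouse numbers.

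With the division by mouse number as a covariate, genotypes differed with LPS in the colon in 40 genes, and the interaction in the colon called 1. Among mice numbered 11 and above, genotypes differed with LPS in 23 genes in the small intestine and 334 in the colon, and the interaction called 25 in the colon. In the score, the LPS difference among these mice was 1.127 in knockout small intestine (exact permutation p = 0.1), 1.755 in wild-type colon (0.0667) and 1.293 in knockout colon (0.1), where the number of mice cannot give a p under 0.05. Among mice numbered 10 and below the genotypes differed with PBS in the small intestine by -0.155, opposite in sign to 0.03 over all mice, with 1 mouse per genotype. The comparison of scores between genotypes with LPS in the small intestine crossed 0.05, unadjusted, with the median over genes (-0.552, exact permutation p = 0.0238), with the 50 genes of smallest p (-0.556, 0.0317) and with RLE (-0.521, 0.0476), against 0.0556 as reported. Over the alternatives that used all libraries, its direction did not change.

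Leaving out 1 library at a time gave the following ranges of calls. In untreated mice they were 206 to 475 for region in the myenteric plexus, 357 to 893 in the submucosal plexus, 2243 to 4045 for plexus in the colon, 5581 to 5976 in the small intestine and 97 to 246 for the interaction. At 2 h they were 107 to 133 in the small intestine and 65 to 108 in the colon, with 0 for the interaction in each of the 16 fits, against 452 genes at an unadjusted p under 0.05 with all libraries. With LPS at 24 h they were 641 to 1057 in wild-type and 46 to 352 in knockout small intestine, and 551 to 1324 and 28 to 191 in the colon. Between genotypes with LPS they were 0 to 10 in the small intestine and 7 to 141 in the colon, and with PBS 0 in each fit of both regions, against 256 and 629 genes at an unadjusted p under 0.05. For the interaction of genotype and treatment they were 0 to 2 and 0 to 5.

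Scores were recomputed without each library in the same way. The LPS difference in the small intestine ranged from 1.612 to 1.999 in the wild type and from 0.915 to 1.493 in knockouts, and in the colon from 1.323 to 1.699 and from 1.133 to 1.345. In knockout small intestine the exact permutation p reached 0.0571 and was above 0.05 in 4 of the 9 fits. In the other 3 comparisons of LPS with PBS the exact permutation p stayed at or below 0.0357. Between genotypes with LPS it ranged from -0.661 to -0.373 in the small intestine (exact permutation p = 0.0286 to 0.143) and from -0.631 to -0.297 in the colon. With PBS the ranges were -0.254 to 0.325 and -0.333 to -0.043. The interaction ranged from -0.866 to -0.287 and from -0.427 to -0.051.

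For 134 results of single genes named in the text, the alternatives other than leaving out 1 library gave 856 values, of which 774 kept their direction and side of the threshold, 68 lost the call, 14 gained one and 0 reversed. Of 1396 values from leaving out 1 library, 1243 kept both, 151 lost the call, 2 gained one and 0 reversed. Slc51b in wild-type colon had a log2 fold change of 0 among mice numbered 11 and above, and its adjusted p there was 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Depth limits Gpr37 as it does other genes, and the floor of untreated libraries, set at 3 counts, was 0.333 to 1.18 CPM. Its comparison between genotypes with LPS in the colon had adjusted p-values from 0.0127 to 0.182 over the alternatives other than leaving out 1 library, by edgeR's quasi-likelihood test or DESeq2 with Benjamini-Hochberg adjustment. Leaving out 1 library gave 0.09 to 0.279 with the same edgeR test and Benjamini-Hochberg adjustment.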

Other observations

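All tests in this part were chosen only after the result in question was seen. Other splits of the same samples were refitted for each count of genes. Where groups share replicate numbers, each split kept same-numbered samples on opposite sides. For region, 1 of 32 splits, the real one, gave as many genes in the myenteric plexus (at most 16 in the others) and 1 of 32 in the submucosal plexus (at most 624). By genes with an unadjusted p under 0.05, 1 of 32 in the myenteric and 2 of 32 in the submucosal plexus did (up to 2555 in the latter, against 2496). For plexus, 1 of 16 splits in the colon (at most 632 in the others) and 1 of 32 in the small intestine (at most 807) gave as many. With 16 splits the share cannot go under 0.05. At 2 h, 1 of 8 splits in each region gave as many, with at most 0 calls in the other splits of the small intestine (and at most 321 genes at an unadjusted p under 0.05) and at most 1 in the colon. For the interaction of treatment and region at 2 h, 1 of 8 arrangements gave as many genes with an unadjusted p under 0.05 (610 in limma, against at most 607). At 2 h the PBS and LPS samples of 1 number come from different mice, and the limit of 8 comes from parting them. Splits without that rule were not run. With 8 splits the share alone cannot decide whether these differ from a chance arrangement, and no conclusion is drawn from it.

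At 24 h, 100 splits were drawn for each contrast. For LPS against PBS, as many genes were called in 1 of 100 splits in wild-type small intestine (at most 72 in the others), 2 of 100 in knockout small intestine (at most 290), 1 of 100 in wild-type colon (at most 892) and 1 of 100 in knockout colon (at most 32). By genes with an unadjusted p under 0.05 the shares were 1, 2, 1 and 5 of 100 in that order. In knockout colon other splits reached 2061 such genes, against 1844. Between genotypes with LPS, 7 of 100 splits in the small intestine and 9 of 100 in the colon gave as many, and other splits reached 207 and 642 genes. The 2 and 64 genes called there can therefore not be told apart from a chance arrangement of these mice. Between genotypes with PBS, 53 of 100 splits in the small intestine and 73 of 100 in the colon gave as many genes with an unadjusted p under 0.05. For the interaction of genotype and treatment the numbers were 35 of 100 and 12 of 100.

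The division of the 24 h mice at number 10 called 999 genes, more than the other 13 positions tried, of which the next were 736 and 724 genes. As many genes were called in 1 of 40 random divisions of the mice, the real one, with at most 204 in the others. The random divisions were not searched over positions as the real one was, so that share is too small. The mitochondrial share was 9.04 percentage points higher in the lower-numbered mice (two-sided permutation test over mice, p = 1e-05, the smallest that 100000 resamples can give). Less RNA of fibroblasts is a candidate explanation for part of the difference, since their 3 markers had a median log2 fold change of -2.36, and those of interstitial cells of Cajal and of endothelium had -2.3 and -1.61. Markers of smooth muscle, immune cells and neurons were higher in the lower-numbered mice, with medians of 1.49, 1.02 and 0.98, and those of epithelium had -0.13. The labels give no batch, and whether the division is one of preparation or of mice was not tested.

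More genes were called for LPS at 24 h in the wild type than in knockouts, 1069 against 107 in the small intestine and 1186 against 107 in the colon. A smaller response in knockouts is a biological candidate explanation, and the interaction of the score had a permutation p of 0.265 in the small intestine and 0.599 in the colon, so it was not shown. Among the 107 genes called in knockouts, the effect was larger in the wild type for 63 in the small intestine and for 40 in the colon. These genes were chosen for their change in knockouts in the same data, which favours larger knockout effects. The numbers 63 and 40 therefore do not decide whether the knockout response was smaller. The division by mouse number was tested as the cause, but among mice numbered 11 and above the counts still differed 16.1 times in the small intestine and 15.8 times in the colon. In each region the wild-type LPS libraries of that subset were the 2 of mice 13 and 16. Both ratios thus rest on the same 2 mice, too few to rule out the division. One weakly responding knockout mouse was tested by leaving out each library. The highest knockout counts were 352 in the small intestine and 191 in the colon, below the lowest wild-type counts of 641 and 551. The counts argue against group size as the cause. In the colon there were 5 LPS and 4 PBS libraries in the wild type and 4 and 5 in knockouts, so the totals were equal. In the small intestine, wild-type fits without 1 library had as many libraries as the knockout fit, and still gave at least 641 calls against 107. Unequal spread within groups was not tested, and the pattern cannot be told apart from a chance difference in response.

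Of the 64 genes that differed between genotypes with LPS in the colon, 51 were also called for LPS in wild-type colon, 0 of them in the same direction. With LPS these genes therefore lay nearer to the PBS level in knockouts. That comparison uses the wild-type LPS libraries on both sides, so an unusual set of wild-type LPS libraries would give it too. Epithelial markers had a median log2 fold change of -4.44 between these genotypes, and those of interstitial cells of Cajal and fibroblasts had 2.57 and 1.64, with none called. The wild-type group also held 3 libraries of mice numbered 10 and below, against 1 in knockouts. Cell mixture and the division by mouse number were therefore not excluded. In fits of the 2 groups alone 0 of the genes were called, with 763 at an unadjusted p under 0.05.

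The plexuses of untreated mice differed in 3069 genes in the colon and 6123 in the small intestine. RNA of other cells is a candidate explanation, because immune markers were higher in the submucosal plexus by a median log2 fold change of 4.29 in the colon and 3.3 in the small intestine, and epithelial markers by 3.11 and 4.86. Jchain, a plasma-cell gene, was at 13830 to 131200 CPM in submucosal small intestine, against 2.876 to 1081 CPM in myenteric libraries. In the colon it was at 726.7 to 44740 CPM against 2.958 to 291 CPM. The differences can therefore not be read as those of glia alone. The marker means, taken as covariates, follow the plexus closely, so a fit that holds them cannot separate cell mixture from a change within glia. In the small intestine the glial markers Gfap, S100b and Sox10 had log2 fold changes of -4.71, -3.36 and -3.40 in the same contrast. Gpr37, with 0 counts there, was at least 36.4-fold lower (5.18 on the log2 scale), a larger fall than that of each marker. How much of it a smaller share of glial RNA accounts for was not tested.

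The calls for LPS at 2 h were tested against a larger share of immune RNA. The 4 immune markers had a median log2 fold change of -0.01 in the small intestine and -0.74 in the colon, so a general rise of immune RNA was not seen. Single markers ran from -0.57 to 2.12 in the small intestine and from -1.14 to -0.03 in the colon, and none was called. Jchain, a plasma-cell gene outside the 4, was at 98.53 to 901.1 CPM in 3 of 4 LPS libraries of the small intestine, against at most 17.01 CPM with PBS. More RNA of some immune cells there was therefore not excluded. A response within the few immune cells present was not tested. At 24 h the largest increases in wild-type colon, Ly6m, Slc51b and Ccr7, came with epithelial markers higher by a median of 4.15, and RNA of epithelium in some LPS libraries may account for part of them. No gene among the 4 epithelial markers was called there.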
